# Divergence Analyses of Sperm DNA Methylomes between Monozygotic Twin AI Bulls

**DOI:** 10.3390/epigenomes3040021

**Published:** 2019-09-26

**Authors:** Shuli Liu, Siqian Chen, Wentao Cai, Hongwei Yin, Aoxing Liu, Yanhua Li, George E. Liu, Yachun Wang, Ying Yu, Shengli Zhang

**Keywords:** monozygotic twins, Holstein bull, DNA methylome, differentially methylated regions, differentially methylated genes

## Abstract

Semen quality is critical for fertility. However, it is easily influenced by environmental factors and can induce subfertility in the next generations. Here, we aimed to assess the impacts of differentially methylated regions and genes on semen quality and offspring fertility. A specific pair of monozygotic (MZ) twin artificial insemination (AI) Holstein bulls with moderately different sperm qualities (Bull1 > Bull2) was used in the study, and each twin bull had produced ~6000 recorded daughters nationwide in China. Using whole genome bisulfite sequencing, we profiled the landscape of the twin bulls’ sperm methylomes, and we observed markedly higher sperm methylation levels in Bull1 than in Bull2. Furthermore, we found 528 differentially methylated regions (DMR) between the MZ twin bulls, which spanned or overlapped with 309 differentially methylated genes (DMG). These DMG were particularly associated with embryo development, organ development, reproduction, and the nervous system. Several DMG were also shown to be differentially expressed in the sperm cells. Moreover, the significant differences in DNA methylation on gene *INSL3* between the MZ twin bulls were confirmed at three different age points. Our results provided new insights into the impacts of AI bull sperm methylomes on offspring fertility.

## 1. Introduction

Decreased fertility or infertility is one of the most critical problems in human society and in the livestock industry. Twenty per cent of cases were fully attributed to the male factors, and another 30–40% were partially explained by male infertility [1]. In most cases, male infertility was coupled with decreased sperm counts and sperm motility. It is well established that aberrant epigenetics is related to male infertility, and one of the underlying mechanisms is environmental factors [2,3,4]. DNA methylation is one of the most stable epigenetic marks on the genome and can be a key regulator of transcription [5]. DNA methylation undergoes two waves of reprograming during mammalian development: one is in primordial germ cells, and another is after fertilization in the pre-implantation embryo [6]. Male germ cells are almost completely methylated at birth, except for some hypomethylated regions escaping from reprograming. Of note, sperm methylome is a product of DNA methylation maintenance from birth. Environmentally induced DNA methylation changes could be accumulated during spermatogenesis given the continuous cycles of mitosis and meiosis [6]. Interestingly, epigenetic alteration in sperm could be transmitted to offspring and help to mediate the transgenerational inheritance [7]. For instance, Kropp et al. revealed that DNA methylation differences were associated with male fertility status and that embryonic transcriptional alterations might be influenced by the fertility status of the bulls [8]. Millissia et al. (2019) showed that exposure to toxicants (DDT) promotes the transgenerational inheritance of sperm DNA methylation differences, which originated during spermatogenesis in the testis [9]. In livestock, an elite dairy bull can have tens of thousands of daughters via AI, enabling robust observations of sperm qualities and daughters’ performances. Extensive phenotype records, deep pedigrees and divergent selection enable cattle to be an ideal model for studying the association between sperm DNA methylation and male fertility.

Monozygotic (MZ) twins, who share nearly all of their genetic variants and similar early-life environments, provide a valuable resource for observation since many confounders like age, gender, and genetic background can be minimized [10]. MZ twins have been widely reported to be discordant in appearance, disease and other complex traits. Phenotypic discordance between MZ twins has been ascribed to the non-shared environmental exposure, in utero environment, de novo mutations and stochasticity [11,12]. We hypothesized that these factors may drive the epigenetic divergences between MZ twins and thus influence the performance of MZ twins in complex traits. For instance, in humans, Dempster et al. (2011) identified disease-associated methylation differences within MZ twins discordant for schizophrenia and bipolar disorder [13].

In the present study, we investigated the sperm DNA methylomes and transcriptomes of a pair of MZ AI twin bulls on genome-wide levels. Both the MZ twin bulls were AI sires in China, and each had around 6000 recorded daughters all over the country. We found that the MZ bull twins shared identical genetics and had very similar appearances, while they had differences for several important sperm quality traits and fertility traits between their daughters. We compared the DNA methylation and gene expression in sperm cells between the twin bulls and found that the differentially methylated regions (DMR) were closely associated with the expressions of spermatogenesis-related genes, such as *HSPA1L* and *ACTN1*. To understand whether the methylation differences would persist during a whole lifetime, we investigated the gene methylation at two other time points (57 months and 64 months of age) and observed that *INSL3* genes were consistently hypomethylated in the twin bulls. Collectively, our results demonstrated the importance of epigenetics on the performance of male fertility and highlighted several fertility-associated genes that were potentially epigenetically regulated.

## 2. Results

### 2.1. MZ Twin Bulls Were Genetically Identical but Discordant in Semen Quality

The MZ twin Holstein bulls (Bull1 and Bull2) from Beijing Dairy Cattle Center were used to analyze the sperm methylome. These twins, whose sire was a famous American AI sire (Blackstar, registration number HOUSA000001929410), arose from natural twinning after embryo transfer. Both of them had served in the Chinese dairy industry around ten years. As recorded by the Dairy Association of China, each of them had produced more than 300,000 straws of frozen semen throughout their life and had around 6000 daughters with nationwide distribution.

To confirm the genetic concordance of the twin bulls, genotypes of 54,609 single nucleotide polymorphisms (SNP) across the whole genome were analyzed using an Illumina Bovine SNP50 BeadChip. As a result, 51,370 loci were successfully genotyped in both bulls and, of those, 99.99% (51,364 loci) were identical. Although the remaining six loci showed different genotypes within the BeadChip, they were subsequently confirmed to be identical by Sanger sequencing (Figure 1A). Thus, the two bulls were confirmed to be MZ twins.

To compare the phenotypic differences between the twin bulls, we firstly collected four types of semen quality traits along their whole lives. We observed that the average levels of fresh sperm motility and sperm motility after thawing of Bull1 were significantly superior to those of Bull2 (*p* < 0.01) (Figure 1B). Only these two sperm traits in the first 15 months of semen collection (16–30 months of age) were significant between them (Figure 1C). Other semen quality traits between the twin bulls did not show significant differences. We further compared the estimated breeding values (EBVs) of eleven female fertility traits between the two twins based on their daughters’ performance (1064 and 1279 daughters for Bull1 and Bull2, respectively) [14], including five traits from heifers and six traits from cows. The reliabilities of the female fertility EBVs ranged from 0.67 to 0.99. The results showed that for most female fertility traits (10/11, 90.9%), Bull1 performed better than Bull2 (Figure 2, Table S1). Therefore, the MZ twin bulls were concordant in genotypes but discordant in semen quality traits.

### 2.2. Landscapes of the Sperm DNA Methylomes

We investigated the sperm DNA methylomes of the MZ twin bulls using whole-genome bisulfite sequencing (WGBS) at single-base resolution. We generated 526 and 582 million unique mapped reads and achieved 23.5× and 26× average read depths for Bull1 and Bull2, respectively. The sequencing details are summarized in Table S2. Significant methylation differences at non-CpG sites (CHG, CHH, H = A/C/T) were not observed for the twin bulls, thus we only included genome-wide CpG sites in the subsequent methylation analyses.

In total, we determined the methylation status of about 92.5% of bovine genomic CpG sites (~27 million CpG sites, with sequence coverage of at least five reads) in the sperm samples of the twin bulls. Of these, 72–82% of all analyzed CpG sites were either extremely hypomethylated (~10%, methylation level <5%) or strongly hypermethylated (~70%, methylation level ≥80%) (Figure 3A). A global-scale view revealed that CpG methylation levels exhibited large variations throughout each chromosome (Figure S1). To characterize the dynamics of methylation in the bovine sperm genome, we determined the average methylation levels in gene bodies and the regions 2 kb upstream and downstream of these gene bodies. We observed decreased CG methylation levels in the gene promoters, which reached their nadir at the transcriptional start site (TSS), followed by consistently increasing methylation levels from the TSS until the transcriptional termination site (TTS) (Figure 3B). These observations were consistent with those in other species, indicating a conserved methylation pattern along the genic regions [16,17,18]. We further investigated the promoter methylation levels of different gene categories. A promoter region was defined as 2 kb upstream of the TSS. Protein-encoding genes were less methylated and exhibited high variation in their methylation level (Figure 3C). In contrast, snoRNAs, snRNAs, tRNAs, and rRNAs, which tend to be constitutively expressed and independent of DNA methylation regulation, were highly methylated (Figure 3C) [19]. Hypermethylation of miRNAs (the first boxplot in Figure 3C) and pseudogenes (the fourth boxplot in Figure 3C) may suppress the expression of these genes, which are important to maintain the stability of the bovine sperm genomes [18].

To confirm the results of WGBS, we conducted targeted bisulfite pyrosequencing on four randomly chosen regions, including 20 CG sites. The correlation between the methylation levels from WGBS and bisulfite pyrosequencing was high, with a Pearson correlation coefficient of 0.966 (*p* = 7.52 × 10^−24^) (Figure 3D), confirming the accuracy of the genome-wide DNA methylation data in this study.

### 2.3. DNA Methylation Conservation and Divergences between the MZ Twin Bulls

To unravel the DNA methylation conservation patterns among individuals, we correlated the DNA methylation levels between the twin bulls, in different chromosomes, functional elements and repeats. Our results showed that the sperm DNA methylation of the twin bulls was highly correlated with each other on a genome-wide level (Pearson’s *r* = 0.90) (Figure 4A), implying that our datasets had accurate callings (Figure 4A). We observed that promoters and the 5′-UTR showed the highest correlation coefficients (Pearson’s *r* = 0.97), indicating the conservation of DNA methylation at gene-regulatory elements (Figure 4A) [20]. Repeat elements were mostly dynamic with the lowest correlation coefficients (Pearson’s *r* = 0.87). Of interest, we observed that DNA methylation levels of CpG islands (CGI), TSSs and 5′ exon–intron junctions were the highest correlated between the individuals, which were compatible with those between different human cells (H1 human embryonic stem cells and IMR90 fetal lung fibroblasts) [16] (Figure 4B).

To investigate the divergences of DNA methylation, we detected 522,722 differentially methylated cytosines (DMCs; referring to cytosines in CG content) (coverage ≥5; Fisher’s exact test, FDR < 0.05) between the twin bulls, with 88.17% hypermethylated and 11.83% hypomethylated in Bull1. The DMCs were spread widely across the genome, with enrichment in intergenic regions and repeats but depletion in CpG islands, promoters, and exons (*p* < 1 × 10^−50^, Fisher’s exact test in R) (Figure 4C), as well as in BTA18, 19, 25, and the X chromosomes (*p < 1 × 10^−50^, Fisher’s exact test in R) (Figure 4D).

### 2.4. Differentially Methylated Regions (DMR) between the Twin Bulls Were Associated with Reproduction and Nervous Development

To dissect the discordant regions of sperm DNA methylation associated with male fertility, we identified DMR between them using the MethPipe [21] at a stringent threshold of >0.3 for mean CpG methylation differences in a DMR region. We identified 528 DMR between the twin bulls, of which 369 were hypermethylated and 159 were hypomethylated in Bull1 compared with Bull2 (Figure 5A, Table S3). Of the total DMR, 55.7% were overlapped with one or more genes in promoters (2 kb upstream to TSS) or genes bodies (Table S4) corresponding to 309 differentially methylated genes (DMG). Notably, functional enrichment analysis revealed that the DMG with DMR in the promoters and 5′-UTRs (*n* = 85) were particularly associated with gene ontology (GO) terms relevant to sex determination and fertility, such as sex differentiation, gonad development, Leydig cell differentiation and reproductive processes (FDR < 0.1; Figure 5C, Table S5). In addition, transcription factor binding analysis in DMR-overlapped promoter sequences revealed the enrichment of putative binding sites of a transcriptional factor (*EGR1*), which is known for its key function in cell proliferation and differentiation [22]. Moreover, genes with a DMR in an exon and the 3′-UTR were enriched in GO terms of cell differentiation and development, transcription, embryo development, reproductive system development, animal organ development as well as nervous system development (FDR < 0.1; Figure 5D, Table S5). However, genes with a DMR in an intron region failed to yield significant enrichments (Table S5).

It is noted that due to the limited sample size (only one twin pair), methylation differences could be induced by stochastic effects. To validate our results, we compared the DMG in our study with those between four other pairs of MZ twin bulls divergent in sperm quality from Shojaei Saadi et al. (2017) [23]. There was one agreement in DMG-enriched GO categories between the four twin pairs from the study of Shojaei Saadi et al. (2017) and the twin bulls in our study, namely, the reproduction, embryo development and neuron systems (Figure 5B). By intersecting all DMG of all five twin pairs, we identified 40 DMG in common. These sperm and fertility-related DMG in bovines are listed in Table S6.

To validate the methylation differences of DMR, we randomly chose two DMR regions located in the promoters of *INSL3* and *PSMD3* genes to conduct targeted bisulfite cloning sequencing. The experimental results further confirmed that the two DMR located in the gene promoters were indeed differentially methylated (Figure 6A,B).

### 2.5. Inverse Correlation between Promoter Methylation and Gene Expression in Sperm Cells

To explore the relationship between DNA methylation and gene expression, the transcriptome data for the twin bulls were generated using RNA-seq. 

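Sperm RNA of the twin bulls, which were named Bull1 and Bull2, was sequenced in 3 replicate libraries per bull after amplification with Smart-seq2, a protocol for very small amounts of RNA that copies polyadenylated transcripts. The authors mapped the filtered reads to the UMD3.1 genome with TopHat, counted reads per gene and library with HTSeq and calculated FPKM, fragments per kilobase of transcript relative to the mapped reads of the library. The deposited FPKM values of 21070 genes in the 6 libraries, listed by Ensembl identifier, were analysed here. Within each gene the values were whole multiples of what 1 read is worth in each library, which gave the number of reads counted on genes. The totals were 636605, 569841 and 681933 reads in replicates 1, 2 and 3 of Bull1, and 640656, 582320 and 486638 in those of Bull2. Whole reads were found for 100% of the genes, although 2833 of them were above 0 in only 1 library. The control was 500 of the genes above 0 in all 6 libraries. Whole reads were found for 100% of these with the libraries' own totals, and for 0% with the totals shifted by 1 library. A gene had a median of 52 reads over the 6 libraries together, and 7584 genes were above 0 in all 6. Bull1 had 13464 ± 1025 genes above 0 and Bull2 had 15316 ± 1685 (SD, n = 3 libraries each; exact permutation test, two-sided, p = 0.3). Differences between the bulls were tested with limma on log2(FPKM + 1) for the 19339 genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment, so that a log2 fold change (log2FC, Bull1 against Bull2) understates the change of genes with low values. The replicates of each bull came from 1 animal, so these tests compare the libraries of 2 animals. Intervals and limits from read numbers cover counting error only, since amplified reads without molecular identifiers are not independent molecules.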

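The 21070 genes were ranked by their mean FPKM over the 6 libraries and divided into 5 categories of 4214 genes. The paper divided 24616 genes, and 0 of the genes analysed here were at 0 in all libraries. These categories and their bounds are therefore not those of the paper. The upper bounds of the lowest, lower, medium and higher categories were 2.84, 8.15, 18.8 and 42.7 FPKM. The median number of reads per gene over the 6 libraries together was 5 in the lowest category, 26 in the lower, 65 in the medium, 152 in the higher and 347.5 in the highest. Of the values of single libraries, 67.6% were 0 in the lowest category and 8.44% in the highest. When the categories were formed for each bull separately, 45.6% of the genes fell in the same category in both bulls, and 71.9% of the genes in the highest category of Bull1 were also in the highest category of Bull2. The bounds moved most in proportion when the median FPKM of the 6 libraries was used in place of the mean, which gave an upper bound of 0 FPKM for the lowest category and 3.27 FPKM for the lower.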

We divided all genes (*n* = 24,616) equally into five categories (lowest, lower, medium, higher and highest) based on their expression levels and then explored the distribution of the methylation level from 4 kb upstream to 2 kb downstream of the gene. We observed a significant negative correlation in gene promoters (from −1.5 kb to TSS) (Figure S2A,B) and a positive correlation in the genes body regions, consistent with previous studies in other species (Figure S2A,C). Furthermore, the region from −300 to 200 bp of TSS achieved the strongest negative correlation (Pearson’s correlation *r* = −0.1172, *p* < 2.2 × 10^−16^). The above results indicated that the DNA methylation levels of bovine sperm cells could partially explain the divergences of gene expression patterns. We identified 1193 (detected by Cuffdiff, *p*-value < 0.05, |log_2_FC| > 2), 4692 (detected by DEGseq, *q*-value < 0.001, |log_2_FC| > 2), and 1997 (detected by edgeR, *q*-value < 0.05, |log_2_FC| > 2) DEG between the twin bulls using the three analysis approaches. Among these, 44 DEG that were simultaneously identified by two or three approaches were also differentially methylated. Among them, several DEGs (*HSPA1L*, *ACTN1*, *PSMD3*, and *CSRP2*) were negatively associated with DNA methylation of their promoter regions (Figure S3A–D). In particular, *HSPA1L* (heat shock 70 kDa protein 1-like) and *ACTN1* (actinin alpha 1) have been suggested to be associated with spermatogenesis [24,25]. 

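In the limma test of the 3 libraries of Bull1 against the 3 of Bull2, 0 of 19339 genes had an adjusted p-value under 0.05, with or without the threshold of 2 on |log2FC|, and the smallest adjusted p-value was 0.0536. At an unadjusted p-value under 0.05 there were 1017 genes, where uniform p-values give 967 and the 9 divisions of the libraries that mixed both bulls gave between 592 and 1042, with a median of 663. Of the 1017 genes, 331 were higher and 686 were lower in Bull1. After quantile normalization, which brought the median log2FC of all genes from -0.29 to -0.03, the split was 441 higher and 527 lower, and 2 genes passed both thresholds. Among the limma fits, the count moved most on leaving out replicate 2 of Bull1, which gave 29 genes. Without a test, the fold change of the mean FPKM of each bull, with 1 added, was over 2 on the log2 scale in 4432 genes, of which 1835 were higher and 2597 lower in Bull1. This direction was reversed after quantile normalization, with 2387 higher and 2003 lower, and without replicate 2 of Bull2, with 2674 higher and 2270 lower. For genes with a mean of 20 to 50 reads per library, the median coefficient of variation between the 3 libraries of a bull was 60.3%, against 18.0% from counting error alone. In simulated libraries with the observed spread, the same test recovered 21 of 184 genes that had been changed by 16-fold, and 7 of its 28 calls were unchanged genes. The simulated spread may be smaller than the real one, so these rates are approximate.

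**Figure D1:**
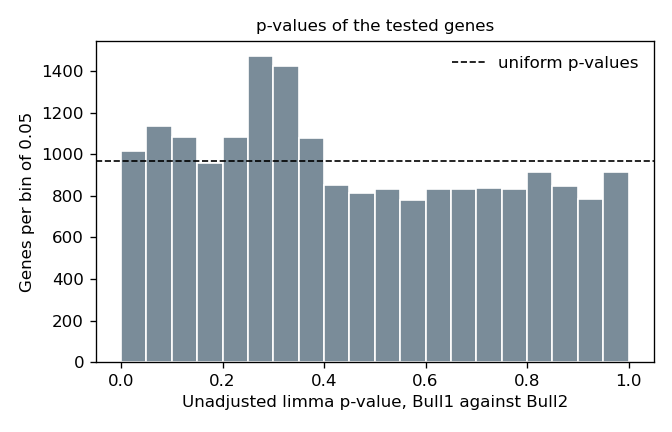
Unadjusted limma p-values (x axis) of the 19339 tested genes, as the number of genes per bin of 0.05 (y axis). The bars are counts of genes and the dashed line is the height that uniform p-values give; the first bin holds 1017 genes, and the line is at 967.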

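Table S4 lists 309 differentially methylated genes (DMG), of which 248 had FPKM values and 195 passed the filter of a mean FPKM of at least 1. In the limma test, 0 of these 195 had an adjusted p-value under 0.05 over all genes tested, and 10 had an unadjusted p-value under 0.05. This share was 5.13%, against 5.26% of the other genes tested (Fisher's exact test, two-sided, p = 1). The number depended on the settings, with 5 genes when the replicate number was a block and 17 genes, 8.72% against 5.74%, without a variance trend (Fisher's exact test, two-sided, p = 0.0872). With the p-values adjusted over the list alone, 1 gene passed both thresholds, ENSBTAG00000046364, which has no symbol in Table S4 and was singled out after its values were seen. It had 9, 10 and 28 reads in the libraries of Bull1 and 0 in each of those of Bull2, over a recovered length of 85 bp. The list was chosen by the study from methylation in these same bulls. Without a test, the fold change of the mean FPKM was over 2 on the log2 scale in 46 of the 195 DMG, which is 23.6%, against 22.9% of the other genes (Fisher's exact test, two-sided, p = 0.798). With a pseudocount of 0.1 it was 71 genes, 36.4% against 29.1% (p = 0.0266 by the same exact test). The exact tests take no account of expression, and the DMG were less expressed. The median of their mean log2(FPKM + 1) was 1.92, against 2.94 for the other genes. The median |log2FC| of the DMG was 0.89, against a median of 1.04 for 10000 random lists of the same size matched on mean expression, which placed the DMG at percentile 1.54 of those lists. When the lists were matched on the number of reads in place of the mean expression, a comparison chosen after seeing the data, the DMG were at percentile 14.8. With a pseudocount of 0.1 and lists matched on mean expression, the median was 1.49 against 1.69, at percentile 12.5. By this measure the DMG did not change more than genes of like expression.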

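The DMR of the 4 genes are given in UMD3.1 coordinates, and their methylation levels are the paper's values in Table S4. The promoter DMR of HSPA1L (ENSBTAG00000025442) lies on chromosome 23 from 27333164 to 27333239, with a reported level of 0.165 in Bull1 and 0.520 in Bull2, and that of PSMD3 (ENSBTAG00000021461) on chromosome 19 from 40960276 to 40960430, with 0.247 and 0.551. For ACTN1 (ENSBTAG00000018255) it lies on chromosome 10 from 81121559 to 81121710, with 0.655 in Bull1 and 0 in Bull2, and for CSRP2 (ENSBTAG00000013406) on chromosome 5 from 6274424 to 6274551, with 0.649 and 0.241; both regions also cover the 5′UTR and an exon. PSMD3 had 22.5 ± 22.6 FPKM in Bull1 and 1.59 ± 2.15 in Bull2 (SD, n = 3 libraries each), from 61, 27 and 0 reads against 1, 5 and 0 reads in replicates 1, 2 and 3. Its log2FC was 2.31 (standard error 1.71, limma adjusted p = 0.825), within the spread between libraries (exact permutation test, two-sided, p = 0.4). CSRP2 had 10.9 ± 6.69 FPKM in Bull1 and 61.3 ± 16.7 in Bull2 (SD, n = 3 each), from 9, 7 and 2 reads against 25, 40 and 28 reads. Its log2FC was -2.58 (standard error 0.78, limma unadjusted p = 0.00914, adjusted p = 0.825 over all genes tested). Adjusted over the list alone, the limma p-value of CSRP2 was 0.0366 and those of the other 3 genes were between 0.149 and 0.245; the study chose these genes from the same libraries, so this is not independent evidence. All 3 libraries of Bull2 were above the 3 of Bull1 for CSRP2 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2FC stayed between 1.23 and 3.99 for PSMD3 and between -2.94 and -1.95 for CSRP2. Across the 55 tested genes with a DMR in the promoter or 5′UTR, the methylation difference of Table S4 had a Pearson's r of -0.084 with the log2FC (permutation p = 0.532, adjusted p = 0.891 over the 3 relations computed) and a Spearman's rho of 0.040 (permutation p = 0.774, adjusted p = 0.774). Genes are not independent replicates. In 35 of these genes, 63.6%, expression and methylation differed in opposite directions, and in 28 after quantile normalization. Without replicate 1 of Bull2 it was 27 of 53 genes, 50.9%. Of the 55 genes, 49 were hypermethylated in Bull1, and 32 of these were lower in Bull1. Of the 6 hypomethylated genes, 3 were higher. The count therefore cannot be separated from the shift of all genes to lower values in Bull1 (median log2FC -0.29).

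**Figure D2:**
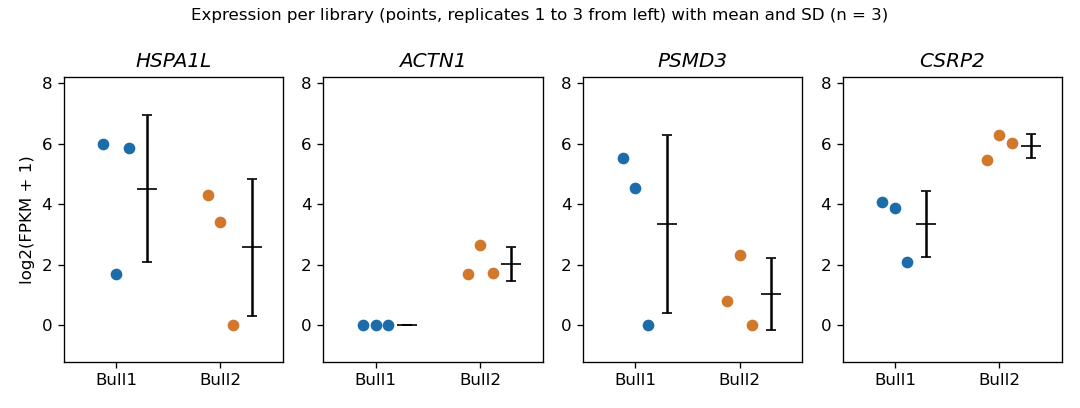
Expression of the 4 genes as log2(FPKM + 1) (y axis) in the 3 libraries of each bull (x axis). Points are libraries, with replicates 1, 2 and 3 from left to right, and the bar beside them is the mean ± SD (n = 3); the bulls do not overlap for ACTN1 and CSRP2 and overlap for HSPA1L and PSMD3.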

*HSPA1L* was further confirmed to be more highly expressed in spermatozoa of Bull1 than in Bull2 via qRT-PCR, and was also shown to exhibit specifically higher expression in spermatozoa than in other tissues (Figure S3E). These findings suggest that *HSPA1L* may play a key role in the fertility discordance between the MZ twin bulls.

### 2.6. Persistence of Sperm DNA Methylation Differences across Different Ages

To test the hypothesis that some methylation differences could observed during a whole lifetime, we chose two more age points (57 months and 64 months of age) for the MZ twin bulls to investigate the sperm methylation level of a validated DMR region. The DMR was located at the promoter regions of *INSL3*. Consequently, we found that the DMR region located in the promoter of *INSL3* was lower methylated in Bull1 than in Bull2 at the two ages (Figure 7). These observations were in concordance with the methylation alterations at 72 months of age (Figure 6A), implying that there was a stable divergence of DNA methylations between the MZ twin bulls at different ages.

## 3. Discussion

The current study combined the sperm DNA methylome and transcriptome in a pair of MZ twin AI bulls to investigate the relationship between methylation variations and semen quality traits as well as daughters’ fertility traits. We identified 528 DMR among MZ twin bulls, which were overrepresented in gene bodies/gene promoters. We observed that 309 DMG were highly enriched in several important GO terms, including reproduction. Among them, we revealed that *HSPA1L*, *ACTN1* and *INSL3*, which play critical roles in spermotogenesis, might be candidate genes for epigenetic regulation of male fertility. Our results provided insights into the DNA methylation differences associated with male fertility using the strategy of MZ twin bulls.

Male fertility is a complex trait. Determining the underlying causes of suboptimal reproductive performance remains a challenge in the dairy industry and the human reproductive medicine system. In the dairy cattle production system, with the wide-spread adaptation of the AI industry, a side effect coupled with the improved dairy production efficiency is the negative impact on reproduction performance [26]. In addition, the extensive selection of milk production in dairy cattle also deteriorates the fertilizing capacity [27]. Multiple measurements for male fertility are used, such as semen quality and counts in each ejaculate, sperm morphology, sire conception rate (SCR) and scrotal circumference. The low heritability of the above traits limits the improvement of male fertility via genetic improvement, even though large effects have been observed [28,29,30]. Increasing evidence has pointed towards casual effects of epigenetic regulation on male fertility. In human studies, DNA methylation is one of the most studied epigenetic modifications. Urdinguio et al. (2015) identified aberrant DNA methylation of Alu Yb8 repeats in infertile men [31]. Tang et al. (2018) revealed DMR in three imprinted genes, *H19*, *GNAS* and *DIRAS3*, between fertile controls and infertile patients [32]. Sujit et al. (2018) associated several imprinted genes, spermatogenesis-associated genes and immune response genes with male infertility [33]. DNA methylation changes associated with male fertility could also be accumulated along with increasing age [34]. A longitudinal study revealed that MZ twins show more differences in DNA methylation as they get older [34]. Therefore, the DNA methylation differences identified in our twin samples were a collection of methylation changes during their individual developments.

DNA methylation undergoes two waves of epigenetic reprogramming: One is genome-wide demethylation during primary germ cell development and remethylation from the prospermatogonia stage [35]. Another is postzygotic demethylation and remethylation [35]. Mature germ cells can be considered as the terminal products of these processes in mammals [36]. Although highly methylated, sperm DNA still has regions that are protected and hypomethylated. Some promoter regions in sperm were marked by hypomethylation and retained nucleosomes, which have been proposed to aid rapid activation during early embryo development after fertilization [36]. Aberrant sperm DNA methylation, which might be induced by environmental factors, like diet, physical activity, exposures to toxic substances and others, would affect male fertility status as well as embryo quality [8,37,38]. Environmental-driven epigenetic changes in sperm may even resist reprogramming and persist into successive generations’ offspring, through mechanisms which are likely independent from genetic factors and may help to partially explain the “missing heritability”. For instance, aberrant sperm DNA methylation of imprinted genes (*H19*, *Meg3*, *Peg1* and *Peg3*) could pass through two generations in a mice model [39]. Besides imprinted genes, transgenerational sperm DNA methylation was also observed in non-imprinted genes associated with spermatogenesis in the testis, following ancestral vinclozolin exposure [38]. In our study, by minimizing the genetic effect, we observed discordances in female fertility traits of daughters between twin bulls, which might be related to transgenerational epigenetic inheritance. Further works are needed to explore DNA methylation differences in the tissue samples of these female offspring.

Our results indicated that the DMR were particularly associated with genes relevant for reproduction, animal organ development, embryo development, and the nervous system, which is consistent with previous studies. Verma et al. discovered 151 genes differentially methylated in the sperm of highly fertile and subfertile buffalo bulls using a custom-designed microarray, of which 13 have roles in sperm functions and embryogenesis [40]. In addition, by comparing the sperm methylome of fertile and infertile humans using the Illumina 450 k array, Camprubi et al. revealed 696 differentially methylated CpG sites associated with 501 genes, for which gene ontology enrichment analysis revealed their associations with processes related to spermatogenesis [41]. Recently, Kropp et al. also assessed the DNA methylation of spermatozoa between high- and low-fertility bulls, revealing 76 DMR associated with 23 genes [8]. Fang et al. (2019) revealed DNA methylation differences associated with sire conception rate (SCR) enriched in signals of genome-wide association studies for reproduction traits [42]. Low SCR-specific partially methylated regions (PMDs) showed enrichment in GO terms associated with embryo system development [42]. Upon comparison, the 14 DMG revealed in the above four studies were also discovered to be differentially methylated in our analysis, namely, *BCL2L1*, *ID1*, *PADI2*, *ATN1*, *CELF6*, *DOCK2*, *EHD2*, *FOXK1*, *GSG1L*, *HSPA1L*, *HSPA1A*, *PDE7B*, *THRB*, and *ZFYVE28*, revealing their potential role in the regulation of male fertility.

We revealed several potential candidate genes, such as *HSPA1L*, *ACTN1* and *INSL3*. The DMR corresponding to *HSPA1L* gene was within a CpG island and located about −800 kb upstream of the TSS for *HSPA1L* and in exon 1 for *HSPA1A*. In agreement with our results, Camprubi et al. revealed CpG sites within exon 1 of *HSPA1A* and in the promoter of *HSPA1L*, which were differentially methylated between fertile and infertile men [41]. The promoter region of *HSPA1L* in the mouse genome has also been shown to exhibit testis-specific methylation status (unmethylated in the testis and methylated in other tissues), while *HSPA1L* was reported to be exclusively expressed in the testis [43,44]. *HSPA1L* is mainly expressed in the postmeiotic phase during spermatogenesis and may be involved in the binding of spermatozoa to the zona pellucida [45]. Its absence leads to male infertility [46]. We observed lower methylation in the promoter and high expression of *HSPA1L* in the individual with better performance in reproductive traits (i.e., Bull1), which was consistent with our expectations. 

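In the sperm libraries, HSPA1L was at 40.6 ± 33.3 FPKM in Bull1 and 9.47 ± 9.40 in Bull2 (SD, n = 3 libraries each). The values came from 92, 3 and 91 reads in replicates 1, 2 and 3 of Bull1, and from 28, 13 and 0 reads in those of Bull2. The log2FC was 1.95 with a standard error of 1.57 (limma adjusted p = 0.825), and the difference was not larger than the spread between libraries (exact permutation test, two-sided, p = 0.5). It was higher in Bull1 with each library left out in turn, but its size depended on the library left out, from a log2FC of 0.66 without replicate 3 of Bull2 to 3.35 without replicate 2 of Bull1.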

*ACTN1* showed the opposite trend of being highly methylated in the promoter and expressed at a lower level in Bull1, which coincided with the better performance in reproductive traits. 

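ACTN1 had 0 reads in all 3 libraries of Bull1, and 5, 11 and 4 reads in replicates 1, 2 and 3 of Bull2, which gave 3.29 ± 1.78 FPKM (SD, n = 3). A count of 0 allows up to 3 reads in each library, which is a mean of 1.35 FPKM over the libraries of Bull1. The mean of Bull2 was 2.43-fold this limit, with no allowance for the counting error or the spread of the Bull2 libraries. The limma adjusted p was 0.825, and every library of Bull2 was above those of Bull1 (exact permutation test, two-sided, p = 0.1).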

*ACTN1* has also been proven to play pivotal roles in sperm capacitation and acrosome reaction [47,48]. The protein encoded by *ACTN1* is a member of a focal adhesion complex present in the spermatozoa. This complex takes part in remodeling of the actin cytoskeleton in mammalian spermatozoa, which is essential for the acrosome reaction and for sperm to achieve adequate motility [47,48]. It was also reported that polymorphisms of *ACTN1* were associated with fertility traits (non-return rates and number of piglets born alive for boars) in an association study [49]. However, the mechanisms by which *ACTN1* methylation regulates reproductive ability in dairy cattle require further analysis. Another interesting gene, *INSL3*, secreted uniquely by mature Leydig cells, plays roles in testicular descent during fetal development [50,51] and follicle development during the estrous cycle in female mammals [52]. These genes are of great importance to the epigenetic regulation of reproduction, and they require further functional validation.

We compared our results with those of Shojaei Saadi et al. (2017), who investigated the methylation differences within four pairs of male fertility-discordant MZ twin bulls. We observed 40 DMG that overlapped among the five pairs of MZ twin bulls. However, most of the DMG (259/309) identified in our studies were not differentially methylated in the other four pairs of male fertility-discordant MZ twin bulls [23]. This could be attributed to the different strategies in DNA methylation analysis. Shojaei Saadi et al. (2017) limited their analysis to the targeted regions of a custom-designed microarray, while our study conducted a whole genome-wide analysis using WGBS. In addition, the ages at the time of semen collection were different for three of the four MZ twin pairs in the study of Shojaei Saadi et al. (2017) [23], which could be another reason for the different DMG detected between the two studies since DNA methylation changes with age. In contrast, the semen samples were collected within one week in our study. By comparison, the limitation of our study was that only one pair of MZ twin bulls was investigated. DNA methylation differences could be driven by the stochastic factor. A larger sample size is required to further investigate the DNA methylation differences associated with bull fertility.

## 4. Materials and Methods

The following protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of China Agricultural University (Permit Number DK996,30 September 2006). All the experiments were performed in strict accordance with the regulations and guidelines established by this committee.

### 4.1. Collection of Semen Samples and Semen Fertility Records of the MZ Twin Seed Bulls

Semen samples of the two Holstein MZ twin bulls were obtained from Beijing Seed Bull Station, China. The fresh semen samples were diluted in a solution containing milk, yolk, fructose, sodium citrate, and glycerin, among others, and then cryopreserved as granules. Each granule had about 1 × 10^7^ sperm cells. The frozen semen samples at 72 months of age were collected on two days within the same week for the WGBS assay. In addition, the frozen semen samples at 57 and 64 months of age were also collected for DNA methylation verification.

Semen fertility records of the MZ twin seed bulls, including fresh sperm motility, sperm motility after thawing, sperm concentration and sperm volume per ejaculate, were collected from 16 months of age, when the twin bulls began semen collection, to 72 months of age. In total, we collected 711 and 887 records for the twin bulls in relation to each semen fertility trait.

### 4.2. Sperm DNA Extraction and Library Generation for WGBS

Sperm DNA was extracted using a salt fractionation protocol. A total of 5.2 μg of genomic DNA spiked with 26 ng of lambda DNA was fragmented into 200–300 bp, followed by end repair and adenylation. Cytosine-methylated adapters provided by Illumina were ligated to the sonicated DNA. Then, these DNA fragments were treated twice with bisulfite using an EZ DNA Methylation-Gold™ kit (Zymo Research, Irvine, CA, USA), as per the manufacturer’s instructions. The resulting DNA fragments were amplified by two cycles of PCR using KAPA HiFi HotStart Uracil + ReadyMix. The libraries were sequenced on an Illumina Hiseq 2500 platform and 125 bp paired-end reads were generated (Novogene Inc., Beijing, China).

### 4.3. Data Analysis of WGBS

Raw data in FastQ format were first preprocessed to remove low quality reads. After filtering, the clean reads were aligned to a reference genome (UMD3.1) with the default parameters using Bismark bowtie2 [53,54] (version 0.14.5). Deduplicated reads were used to calculate sequencing depth and coverage of CG sites. The sodium bisulfite non-conversion rate was calculated as the percentage of cytosines sequenced at cytosine reference positions in the lambda genome.

Hypomethylated regions (HMRs) and differentially methylated regions (DMR) were identified using the software MethPipe (version 3.4.2) [36]. To obtain high confidence, we set a stringent threshold of > 0.3 for mean CpG methylation difference and a minimum of five differentially methylated cytosines (DMCs) in a DMR region. Genes overlapping with DMR in promoters (−2000 bp to TSS) or gene bodies were recognized as differentially methylated genes. Gene ontology (GO) analyses were conducted using KOBAS 3.0 [55]. We also predicted transcription factor enrichment by Regulatory Seqeunce Analysis Tools (RSAT, 2016) [56]. In brief, promoter sequences overlapping with DMR were submitted to a peak-motif ChIP-seq analysis pipeline. Then, the discovered motifs were compared with the JASPAR core vertebrate database (http://jaspar.genereg.net/cgi-bin/jaspar_db.pl). We identified significant transcription factors (TF) at a Pearson correlation threshold of 0.8.

### 4.4. WGBS Validation Using Pyrosequencing, Bisulfite Sequencing and Sequenom MassArray

Quantification of DNA methylation was carried out by pyrosequencing, as previously described [57]. Pyrosequencing primers were designed using Qiagen PyroMark™ Assay Design software 2.0. Primer sequences are given in Table S7. The biotinylated strand was purified using streptavidin Sepharose high-performance beads (GE Healthcare) and a PyroMark™ MD pyrosequencer (Biotage, Charlotte, NC, USA) using PyroMark™ Gold Q96 SQA reagents (Qiagen, Shanghai, China), with the quantification of methylated and unmethylated alleles using Pyro Q-CpG 1.0.9 software (Biotage).

For bisulfite sequencing, primers were designed by MethPrimer 2.0 [58]. Primer sequences are given in Table S7. PCR products were purified using Nucleospin Gel and PCR clean up kit (Macherey-Nagel GmbH, Düren, Germany), subcloned into PMD-18T vector, and transferred into Trans1-T1 Phase Resistant competent cells. Plasmid DNA containing PCR fragments was isolated from positively transformed colonies and sequenced.

The primers used in Sequenom MassArray were designed with an online software (EpiDesigner, http://www.epidesigner.com/), and the sequences of the primers are listed in Table S7. PCR products were purified using Shrimp Alkaline Phosphatase (SAP) and digested by RNase A. The DNA methylation of fragmented samples was detected using Mateix-Assisted Laser Desorption/ Ionization Time of Flight Mass Spectrometry (MALDI-LOF MS, Compass Inc., Beijing, China) and the data were visualized by EpiTYPER analyzer software v.1.0.5 (Sequenom, San Diego, CA, USA).

### 4.5. Sperm RNA Sequencing

Total RNA was extracted from sperm cells using the standard TRIzol method for three replicates per sample. Since there is only 30–200 fg of total RNA per bovine sperm cell, which is much less than in somatic cells, we first preamplified extracted RNA using the Smart-seq2 protocol following the manufacturer’s instructions [59,60,61,62]. Because Smart-seq2 is limited to poly(A)^+^ RNAs, we aimed to discover mRNAs and lncRNAs containing poly(A)^+^. A total of 20 ng of cDNA was subjected to library construction based on the manufacturer’s instructions. Sequencing was conducted in Hiseq2500 and 250 bp paired end reads were obtained.

### 4.6. Sperm RNA-Seq Analysis

The raw sequences produced by the Illumina pipeline in FastQ format were first preprocessed, as described in the WGBS analysis, to ensure the quality of data used in further analysis (Annoroad Inc., Beijing, China). After filtering, the clean reads were mapped to the reference genome (UMD3.1) using TopHat v2.0.12 (www.ccb.jhu.edu/software/tophat/index.shtml) [63]. Read counts for each gene in each sample were obtained using HTSeq v0.6.0 (https://htseq.readthedocs.io), and FPKM (fragments per kilobase of transcript per million mapped reads) was then calculated to estimate the expression level of genes in each sample. 

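The clustering of the libraries was computed from log2(FPKM + 1) of the tested genes, as the Pearson's r of each of the 15 pairs of libraries. The mean r was 0.463 for the 3 pairs within Bull1, 0.548 for the 3 pairs within Bull2 and 0.486 for the 9 pairs between the bulls. Pairs within a bull exceeded pairs between bulls by a mean of 0.0192, the largest difference among the 10 ways of dividing the 6 libraries into 3 and 3 (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). All 3 pairs within Bull1 had a lower r than the mean between bulls. Without replicate 1 of Bull2 the difference was -0.0065, and without replicate 2 of Bull2 it was -0.0042.

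**Figure D3:**
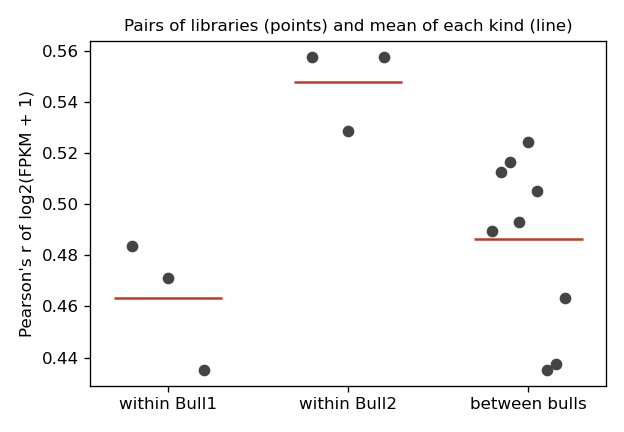
Pearson's r of log2(FPKM + 1) (y axis) for pairs of libraries within Bull1, within Bull2 and between the bulls (x axis). Points are pairs and lines are means, which were 0.463, 0.548 and 0.486; the y axis does not start at 0.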

After checking the clustering of the three replicates in each sample, we merged the bam files of each sample into one file. Read counts for each gene in each sample were then counted by HTSeq v0.6.0 for subsequent analyses of differentially expressed genes (DEGs) using DEGseq (*q*-value < 0.001, |log_2_FC| > 2) and edgeR (*q*-value < 0.05, |log_2_FC| >2). The expression levels of genes were also measured by FPKM using Cufflinks 2.2.1 (http://cole-trapnell-lab.github.io/cufflinks/) for subsequent analysis. DEGs were analyzed using Cuffdiff [64] (*p*-value < 0.05, |log_2_FC| >2).

### 4.7. Gene Expression Assay of HSPA1L Gene in Seven Tissues

We collected kidney, liver, mammary gland, myocardium, ovary, and spleen samples from another bull to compare *HSPA1L* gene expression between mature sperm and other tissues. The primers for *HSPA1L* and the housekeeping gene *GAPDH* were designed using the Primer-Blast tool, available on the NCBI website, and synthesized by Beijing Genomics Institute Tech (Beijing, China). (Table S1). Quantitative real-time PCR (qRT-PCR) analysis of each sample was performed in triplicate using SYBR™ green fluorescence (Roche, Penzberg, Germany), and the relative gene expression was normalized using *GAPDH* by the 2^−ΔΔ*C*t^ method, as described previously [65].

### 4.8. Data Access

All high-throughput sequencing data were deposited in the NCBI GEO database under the accession number GSE131851.

## 5. Conclusions

In summary, using MZ twin seed dairy bulls with divergent reproductive traits, we were able to illustrate the conservation and variability of DNA methylation between individuals while controlling for genetic background, shared environmental exposure, age, gender, and cohort effects. Our findings improve our understanding of bovine sperm methylation patterns and provide a foundation for investigating the regulatory roles of DNA methylation on fertility traits of AI bulls.

## Figures and Tables

**Figure 1:**
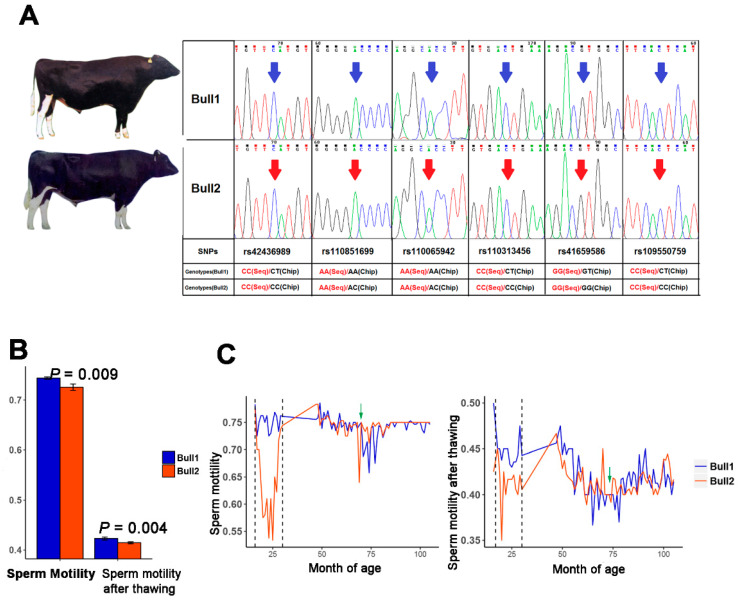
Comparison of sperm traits of the twin bulls. (**A**) Six SNPs were verified as identical through Sanger sequencing. The blue and red arrows indicate the SNP loci. “Seq” indicates detected genotypes using Sanger sequencing, and “Chip” indicates detected genotypes using the Illumina Bovine SNP50 BeadChip. (**B**) Two traits (fresh sperm motility and sperm motility after thawing) were compared between twin bulls using a paired *t*-test based on monthly average (data for 16 to 105 months of age were available except for 31 to 46 months of age). Both these two traits showed significant differences (*p* = 0.009, 0.004). (**C**) Sperm motility changes throughout their working months. The green arrows indicate the month of sample collection.

**Figure 2:**
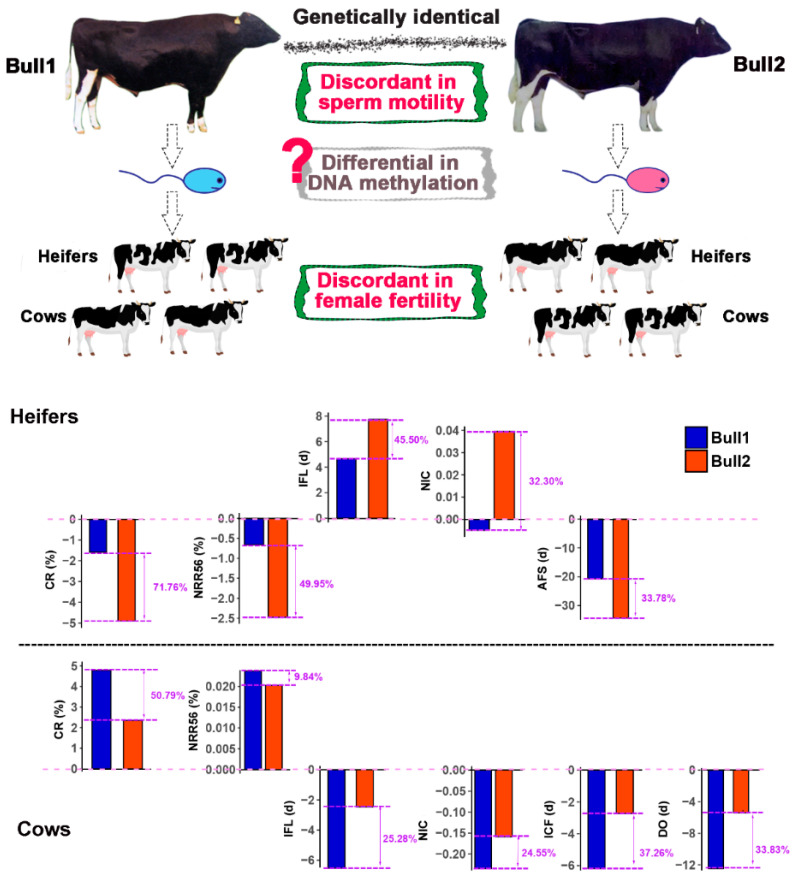
Estimated breeding values (EBVs) of female reproductive traits of the twin bulls based on their daughters. EBVs of eleven female fertility traits (five heifer and seven cow traits) were estimated by the DMU package (Version 6, release 5.2) [15], using data from 153,819 daughters derived from families of 4302 bulls. EBVs are shown as the levels above or below the population average (pink lines). The numbers in purple color are the percentages of the deviation of EBVs between the twin bulls normalized by the genetic standard deviations. Except AFS for heifers, the performances of Bull1 were better than Bull2 in all other ten traits. AFS: age (day) at first insemination; IFL: interval from first to last insemination; CR: conception rate for first insemination; NIC: number of inseminations per conception; NRR56: non-return rates within 56 days after first insemination; ICF: interval from calving to first insemination (days); DO: days open, which indicated dry period. Detailed information can be found in Table S1.

**Figure 3:**
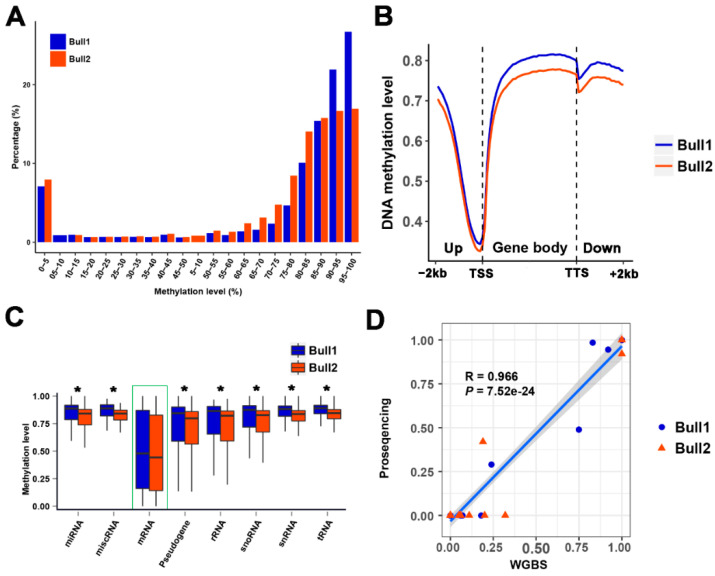
DNA methylation profiles along the bovine genome. (**A**) Distribution of methylation levels of CpG sites (only CpG sites covered by at least five reads were included). (**B**) Average methylation levels in promoters (−2 kb), gene bodies and downstream (2 kb) regions in sperm samples of the MZ twin bulls. We divided the promoters and downstream regions of genes into 20 equally sized bins, and the gene bodies into 40 equally sized bins. Average methylation levels (the ratio of methylcytosines to totally sequenced cytosines) of corresponding bins were calculated. (**C**) DNA methylation levels of different gene categories in promoters. Box plots show the methylation level of each gene category. Each category was compared with coding protein (mRNA). The asterisks (*) mean that the promoter methylation differences between mRNA and other gene categories were significant (*p* < 2.2 × 10^−16^). (**D**) Pearson correlation coefficient of methylation levels of 20 CpG sites derived from WGBS and pyrosequencing. Each dot represents one or more CpG sites (there are some dots that are overlapped).

**Figure 4:**
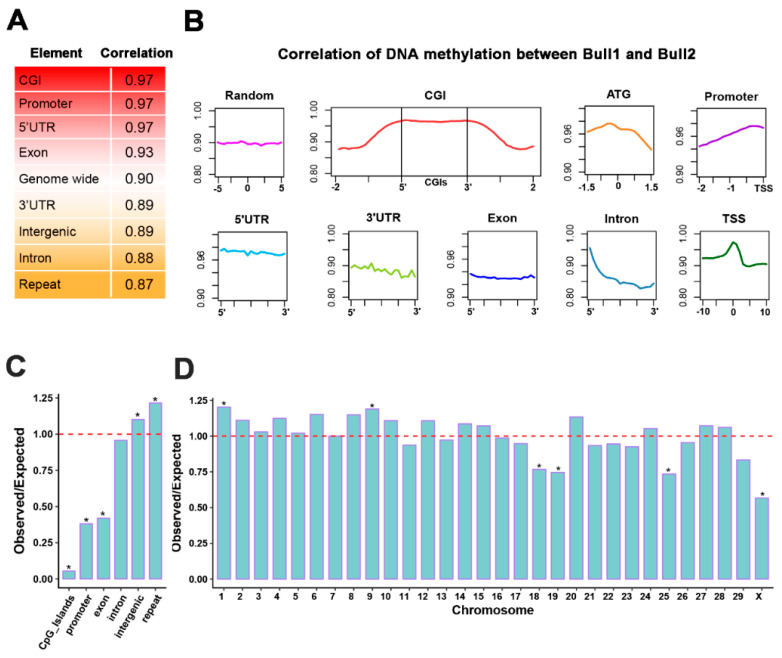
DNA methylation conservation and divergences between the sperm genomes of the MZ twin bulls. (**A**) Pearson correlation coefficients in nine genome elements were calculated based on CpG sites with at least five read coverages. (**B**) Dynamic changes of Pearson correlation coefficients along each genome element. Each element was divided into 20 equally sized bins. Correlation rates were calculated in each bin using CpG sites with at least five read coverages. (**C**) Enrichment analysis of DMCs in six genome elements. Expected DMCs at a random distribution were computed based on the number of CpG sites in each element and total number of DMCs. Observed DMCs were compared to expected DMCs, and *p* values were calculated (*p < 1 × 10^−50^, Fisher’s exact test in R). (**D**) Enrichment analysis of DMCs in 29 autosomes and X chromosome (*p < 1 × 10^−50^, Fisher’s exact test in R).

**Figure 5:**
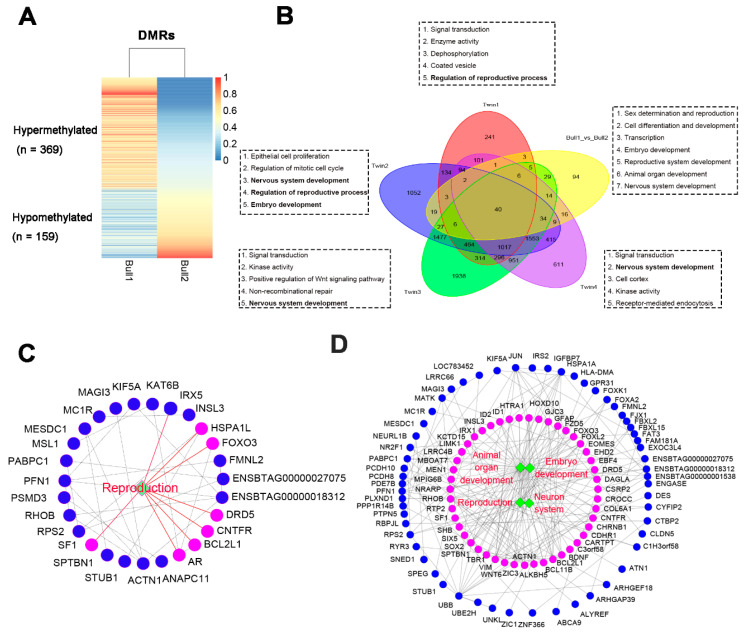
Differentially methylated regions (DMR) and differentially methylated genes (DMG) between the twin bulls. (**A**) The heat map of the methylation levels of DMR of the twin bulls. (**B**) The overlapped DMG and enriched functions among five pairs of MZ twin bulls. The methylation data of the other four pairs were downloaded from GSE74200. Enriched functions were shown for each pair of MZ twin bulls. Functions with bold fonts were also discovered in our study. (**C**) DMG with DMR in promoters and 5′-UTRs, enriched in functions related to reproduction. (**D**) DMG with DMR in exons and 3′-UTRs, enriched in functions related to animal organ development, reproduction, embryo development and the neuron system (right). Solid circles indicate genes, while the pink ones represent genes enriched in specific functions.

**Figure 6:**
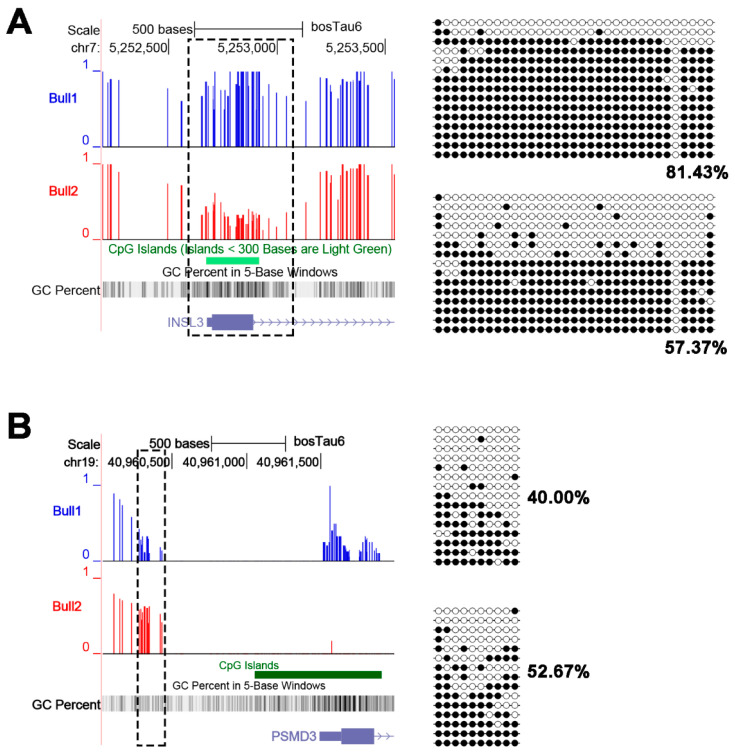
Two randomly chosen DMR located in gene promoters were validated by bisulfite sequencing. Figures to the left show the methylation levels from WGBS, and figures to the right show the methylation levels of DMR from bisulfite sequencing. Primers are listed in Table S1.

**Figure 7:**
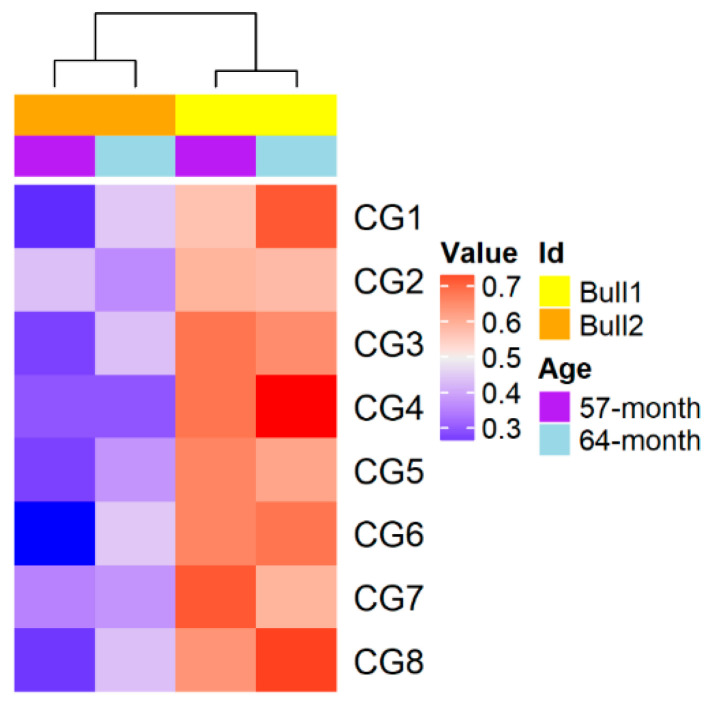
Methylation differences of a DMR observed at another two time points (57 and 64 months of age).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2075-4655/3/4/21/s1.

## Abbreviations

QTL	Quantitative trait locus
HMRs	Hypomethylated regions
DMR	Differentially methylated region
MBD-seq	Methyl-binding domain sequencing
MZ	Monozygotic
SNP	Single nucleotide polymorphism
WGBS	Whole genome-wide bisulfite sequencing
DMCs	Differentially methylated cytosines
GO	Gene ontology
RSAT	Regulatory Sequence Analysis Tools
FPKM	Fragments per kilobase of transcript per million mapped reads
DEGs	Differentially expressed genes
*HAPA1L*	Heat shock 70 kDa protein 1-like
GAPDH	Glyceraldehyde-3-phosphate dehydrogenase
TSS	Transcriptional start site
TTS	Transcriptional termination site
FDR	False discovery rate
O./E.	Observed/Expected
HOXA	Homobox A cluster
TF	Transcription factor
DMG	Differentially methylated genes
DEGs	Differentially expressed genes
*ACTN1*	Actinin alpha 1
*ID1*	Inhibitor of DNA binding 1HLH protein
bHLH	Basic helix-loop-helix
*ZFYVE28*	Zinc finger FYVE-type containing 28
EGFR	Epidermal growth factor receptor
EBVs	Estimated breeding values

How the deposited data were processed for this re-analysis (not part of the article)

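Expression was measured in sperm RNA of a pair of monozygotic twin bulls, Bull1 and Bull2, with 3 replicate libraries each. The deposited values are FPKM, which the authors calculated per library from HTSeq 0.6.0 read counts after mapping to UMD3.1 with TopHat 2.0.12; the replicates are separate in these values. For their calls of differentially expressed genes the authors merged the replicates of each bull and used DEGseq, edgeR and Cuffdiff. The merged counts, the reads and the bisulfite sequencing were not analysed here. Methylation levels are the paper's, from Table S4. For INSL3 the paper's text on the later ages gives a lower level in Bull1, whereas Table S4, Figure 6A and Figure 7 show a higher level in Bull1; INSL3 was not among the genes whose methylation was set against expression here. The libraries were assigned to bulls and replicate numbers from the sample labels, and 0 columns of values were left unassigned.

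The FPKM of each gene were turned back into whole reads by finding the library totals and the smallest gene length at which every value is a whole number of reads. Where the reads and the length of a gene share a common factor this gives too few reads, and the recovered reads came to between 98.4% and 98.8% of the totals. In simulated libraries of 20380 genes, all 6 totals and the reads of 98.1% of the genes were recovered. The totals lay between 486638 and 681933 reads, and a count of 0 was taken to allow up to 3 reads. Intervals of this kind cover counting error only.

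The tests used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a trend in the variances, for genes with a mean FPKM of at least 1, and Benjamini-Hochberg adjustment. A differentially expressed gene needed an adjusted p-value under 0.05 and an |log2FC| over 2. Exact permutation tests of 3 libraries against 3 cannot give a p-value under 0.1. Correlations across genes used 100000 permutations, and the DMG were compared with 10000 random lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest. On simulated data with the observed spread between libraries the limma test made 28 calls, of which 21 were among the 184 changed genes tested, so the share of false calls was above the nominal 0.05. The simulated spread may be smaller than the real one, so this share is approximate.

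The design, the alternatives and the rule for named genes were set before the data were examined. The alternatives were a pseudocount of 0.1, no filter or a mean FPKM of at least 5, rescaling to 1000000 per library, median-of-ratios scaling, quantile normalization, variances without a trend, the replicate number as a block, and leaving out each library in turn. Further alternatives were added after seeing the data: limma voom on the recovered reads with ordinary and with robust variances, a binomial test on reads pooled per bull, and random lists matched on reads.

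The genes named are those the paper names for expression, together with INSL3, HSPA1A, GAPDH, the other genes of its list of 14 shared DMG as a summary, and the 5 genes with the largest change in each direction, and the 5 DMG, past the threshold with no overlap between bulls. No gene passed the threshold, so the last part of the rule gave none. INSL3, HSPA1A and GAPDH were not analysed here. Of the identifiers, 0 matched the RefSeq gene table of assembly ARS-UCD2.0, because its column of Ensembl identifiers was empty. Symbols were taken from Table S4 alone. Lists of marker genes for other cell types were not tested, because no pairing of the identifiers with symbols was at hand apart from Table S4.

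Of the list of 14 shared DMG, 7 were tested. Their log2FC lay between -1.97 and 1.95, 2 differed in the direction opposite to methylation, and 0 had a limma p-value under 0.05 before adjustment.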

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

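The count of differentially expressed genes was 0 with a pseudocount of 0.1, without a filter, with a mean FPKM of at least 5, after rescaling to 1000000 per library, with median-of-ratios scaling and without a variance trend, and the number at an unadjusted p-value under 0.05 was between 858 and 1116 in these fits. Quantile normalization gave 2 genes, 1 higher and 1 lower in Bull1, of which 1 is a DMG; their adjusted p-value was 0.0479 against 0.0536 without it. The cause was not tested. Across the 6 fits that each left out 1 library the count was from 0 to 29, with or without the fold change threshold. It was 19, 29 and 7 without replicates 1, 2 and 3 of Bull1 and 0 without any replicate of Bull2.

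The replicate numbers did not pair the libraries: the correlation of deviations from the bull means was -0.0084, 0.034 and 0.023 for numbers 1, 2 and 3. With the replicate block the count was 1, ENSBTAG00000043570, with an adjusted p-value of 0.0346; this identifier was singled out after its values were seen.

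Limma voom on the recovered reads, chosen after seeing the data, gave 7 genes past both thresholds and 18 with an adjusted p-value under 0.05. That fit set an unbounded prior degrees of freedom and gave weights of up to 18502 around a median of 0.305. Its largest residual SD was 60.1, and it returned a p-value of 0 for 1 gene. Its p-values for the most abundant genes are therefore not reliable. With robust variances, added for this reason, there were 9 genes and 14 genes. In the simulation with the observed spread both made 8 calls, of which 0 were false. With the p-values adjusted over the DMG alone, 0 of 167 DMG tested passed both thresholds with voom, where the smallest adjusted p-value was 0.129. With robust variances 1 DMG passed, and each alternative set before the data were examined also gave 1. A binomial test on reads pooled per bull, also chosen after seeing the data, gave 2928 genes and 40 DMG; it takes no account of the spread between libraries.

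The number of genes with a fold change of the mean FPKM over 2 on the log2 scale fell to 2766 with a mean FPKM of at least 5, where fewer genes were tested. The number of DMG at an unadjusted p-value under 0.05, 10, was 17 without a variance trend and 5 with the replicate block, and from 6 to 13 across the 6 fits that each left out 1 library; the smallest Fisher's exact p-value against the other genes was 0.0872. The number of DMG with a fold change of the mean FPKM over 2 on the log2 scale, 46, was 71 with a pseudocount of 0.1, 17 with a mean FPKM of at least 5 and 30 from the difference of the mean log2 values; the share differed from that of the other genes at a Fisher's exact p-value under 0.05 in 1 of 13 alternatives, the pseudocount of 0.1. The percentile of the DMG among random lists, 1.54, was 12.5 with a pseudocount of 0.1 and 3.77 after quantile normalization. It was 22.7 with voom and 14.8 with lists matched on reads. It was 0.2 without a filter, 0.93 with a mean FPKM of at least 5, 1.22 with median-of-ratios scaling and 1.27 after rescaling. Across the 6 fits that each left out 1 library it was from 0.16 to 14.0.

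The rho of promoter or 5′UTR methylation with the log2FC, 0.040, was -0.023 with a mean FPKM of at least 5, -0.021 with promoter DMR only and -0.101 with voom, and from -0.033 to 0.081 across the 6 fits that each left out 1 library. The rho for exon or 3′UTR DMR, 0.047, was -0.047 with a mean FPKM of at least 5 and -0.030 after quantile normalization, and that for intron DMR, 0.071, was -0.022 after quantile normalization; the other 11 alternatives for exon or 3′UTR DMR and the other 12 for intron DMR gave a positive rho. None of these correlations had a permutation p-value under 0.05.

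The directions of HSPA1L, ACTN1, PSMD3 and CSRP2 were kept under every alternative in which they were tested. Their adjusted p-values lay between 0.519 and 0.950 in the limma fits, voom included, and their q-values in the binomial test on pooled reads were 2.03e-06 or lower. ACTN1 was not tested with a mean FPKM of at least 5 or without replicate 2 of Bull2, where it fell below the filter.

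The difference in r within and between bulls was from -0.0065 to 0.0529 across the 6 settings that each left out 1 library. The upper bound of the lowest expression category was 1.13 FPKM from Bull1 alone, 2.15 from Bull2 alone and 0 from the median FPKM, which also gave 3.27 for the lower, 12.9 for the medium and 36.1 for the higher category. The cause was not tested.

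Between libraries of 1 bull the median coefficient of variation was 144% for genes with a mean of 1 to 5 reads. It was 25.6% for genes with 100 or more. Counting error of reads alone gives 61.1% and 8.14%, so the spread exceeded that error. Amplified reads are not independent molecules, so this comparison cannot show how much of the spread the number of molecules accounts for. In simulated libraries the limma test recovered 119 of 196 changed genes with sampling noise alone and 21 of 184 with the observed spread. The lists of marker genes were not run.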

Differences from the paper's values

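The paper reports 1997 DEG with edgeR, 4692 with DEGseq and 1193 with Cuffdiff, against 0 in the limma test of the separate libraries. For Cuffdiff the paper states a p-value under 0.05, and for the others a q-value, whereas the 0 is at an adjusted p-value. At an unadjusted p-value under 0.05, with no fold change threshold, the limma test gave 1017 genes. At an adjusted p-value under 0.05, none of the alternatives set before the data were examined closed these gaps. Their counts lay between 0 and 29. Limma voom, with 7 genes, and its robust form, with 9, were chosen after seeing the values and did not either. The binomial test on pooled reads, chosen after seeing the values, gave 2928 genes, which is within 1.5 times the paper's 1997 for edgeR and not within that of the paper's 4692 for DEGseq, whose thresholds it used, or of 1193 for Cuffdiff. The count of genes with a fold change of the mean FPKM over 2 on the log2 scale, which involves no test, was 4432.

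The paper reports 44 DEG that were also differentially methylated, against 0 here. None of the alternatives set before the data were examined closed the gap, and quantile normalization gave 1. The binomial test on pooled reads, chosen after seeing the values, gave 40, and 46 DMG had a fold change of the mean FPKM over 2 on the log2 scale. These are counts from single measures, unlike the paper's 44, so the closeness of the numbers does not make them the same genes.

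The paper names HSPA1L, ACTN1, PSMD3 and CSRP2 as differentially expressed. Their limma adjusted p-value over all genes was 0.825, with the directions the paper states. For HSPA1L the paper also reports higher expression in Bull1 by qRT-PCR, which was not analysed here. In the pooled binomial test HSPA1L had a q-value of 1.02e-18 and a log2 ratio of 2.02, PSMD3 1.27e-16 and 3.62, and CSRP2 7.62e-14 and -2.48. ACTN1 had a q-value of 2.03e-06 from 0 reads in Bull1 and 20 in Bull2, so only a limit on its log2 ratio can be given. The limit was -2.88 if the 0 pooled reads allow up to 3 and the 20 reads of Bull2 are taken as exact. It is less strict than a limit that allows 3 reads in each library. The pooled test treats the reads of 3 libraries as 1 sample.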

Other observations

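The pooled test in all its uses below, and the tests named in the next sentence, were added after the limma counts had been seen. The tests by mixed divisions of the pooled reads, thinning, lists matched on reads and gene length were set before their own outcomes were computed, and the counts of splits and the test of direction after. The limma fit of the bulls, quantile normalization, leaving out each library in turn and the lists matched on mean expression had been set before the data were examined.

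Pooling the reads of the 3 libraries of each bull and testing with a binomial test, at the thresholds of the paper's DEGseq analysis, gave 2928 genes, 1261 higher and 1667 lower in Bull1. The log2 ratio was taken with 0.5 reads added to each bull; 979 of the genes had 0 reads in 1 bull, and 945 of these stayed past the fold change threshold with 3 reads in place of 0. The same test on the 9 divisions that mixed libraries of both bulls gave between 2393 and 2945 genes, with a median of 2495, and 2 of the 10 splits gave as many as the real one. Single libraries of Bull1 differed in 3247, 4288 and 4398 genes, and single libraries of Bull2 in 1378, 1496 and 2268. The median of these 6 pairs, 2757.5, lay between the bulls and describes neither. Single libraries of different bulls differed in between 1934 and 4300 genes, with a median of 2882 over 9 pairs. This median was above every pair within Bull2 and below every pair within Bull1. With every library thinned to 486638 reads the count was 2302. The pooled test already allows for the library totals and the mixed divisions were not thinned, so thinning cannot tell the cause. From the mixed divisions and the pairs, variation between libraries of 1 bull may account for most of these genes. An effect of the bull itself stays open, since the real split ranked near the top of 10 and no design of this size can place it lower than 1 of 10. In the simulation with the observed spread the pooled test made 1077 false calls among 1219, and 0 among 150 with sampling noise alone. The 1219 calls were fewer than in any mixed division of the real libraries. The simulated spread may therefore be smaller than the real one, and the simulated rates are not calibrated to these libraries.

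Among the DMG the pooled test gave 40 genes, 20.5% of those tested against 15.1% of other genes (Fisher's exact test, two-sided, p = 0.0439). The other genes were not matched on expression, which was lower in the DMG. The mixed divisions gave between 25 and 37, and 1 of the 10 splits gave as many, the real one, so chance and an effect of the bull cannot be told apart with 10 splits.

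In the limma test 4 of the 9 mixed divisions gave 1 to 6 genes past the thresholds, and the real split gave 0. At an unadjusted p-value under 0.05 the real split gave 1017 genes and the mixed divisions a median of 663, and 2 of the 10 splits gave as many as the real one. The libraries of the bulls did not overlap in 1882 genes, 9.73% of those tested. Chance gives 10% only where no values are tied, and many values here are 0; the mixed divisions gave between 6.97% and 9.91%, with a median of 7.51%. For both measures and for the pooled reads, the real split was above 8 of the 9 mixed divisions, and the same mixed division, which exchanged replicate 2 of Bull1 with replicate 3 of Bull2, was above it. Whether the bulls differ or the libraries fell this way by chance stays open, since 10 splits cannot separate these.

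The 43 genes with an adjusted p-value under 0.05 when 1 Bull1 library was left out, 42 of them lower in Bull1, had a median recovered length of 107 bp against 1456 bp for the tested genes, and 90.7% were under 200 bp against 12.3%. Their median number of reads was 47 against 63. A candidate explanation is that in short genes a few reads make a high FPKM, so that presence against absence is a large step on the log2 scale. Only 4 of these genes passed without each of the 3 Bull1 libraries. The short length of these transcripts also leaves a biological difference in short RNA open, which was not tested.

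The DMG changed less than random lists matched on mean expression (percentile 1.54) but not beyond lists matched on reads (percentile 14.8). Table S4 genes had a median recovered length of 2124 bp against 1451 bp, so at the same FPKM they may have had more reads and smaller random changes.

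More genes were lower than higher in Bull1 at an unadjusted p-value under 0.05, 67.5%, and quantile normalization brought this to 54.4%. The share also depended on single libraries. With each library left out in turn, it was from 58.0% without replicate 2 of Bull2 to 75.1% without replicate 3 of Bull2. Fewer genes above 0 in Bull1 and lower expression of many genes in Bull1 cannot be told apart here, because quantile normalization removes both alike.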
